A study of Homo sapiens with 9 samples.

How the data were processed

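RNA-seq libraries of MCF10A cells were analysed from a table of counts per gene. The labels describe polyadenylated RNA prepared with the TruSeq RNA kit, version 2, from cells selected with 2 µg/mL puromycin from 24 hours after transduction, with RNA collected 3 days after infection. The authors deposited raw counts, whole numbers per gene and library that were not normalized. The submitters' processing notes name STAR 2.5.3a, HTSeq 0.8.0 and DESeq2 1.18.1 and the genome builds hg38 and mm10, with no role or order; the gene identifiers in the table are human. The kit does not mark the strand of the RNA, so reads from a gene and an antisense or overlapping partner cannot be told apart, and genes with near-identical copies or pseudogenes carry uncertain values.

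The table held 26186 genes, the lowest with a total of 7 counts, so genes below some minimum may have been left out before deposit. All 9 columns matched the label of a single library, and 0 rows named no gene. Gene symbols, positions and types came from GENCODE release 29 on GRCh38 by identifier without its version: 26149 identifiers matched, 25293 of them with the same version, and 37 did not. Totals ranged from 24339914 to 31819468 counts per library. Intervals and floors computed from counts cover counting error only, since reads without molecular identifiers are not independent molecules. The floor was set at 3 counts per library.

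Libraries were grouped by hairpin as the labels give it: shGFP, shCHAF1B-1 and shCHAF1B-2, with 3 libraries each. Within each group the counts of every pair of libraries differed by more than sampling noise, so each library counted as 1 replicate. Genes with too few counts were removed with filterByExpr (minimum count 10, minimum total 15, proportion 0.7), which left 16235 genes. Counts were scaled with TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, in 1 fit of all 9 libraries with the group as the only term, so that the groups shared their estimate of the spread (biological coefficient of variation 6.24%, prior degrees of freedom 7.2). The contrasts were each hairpin against shGFP, the mean of both hairpins against shGFP, and shCHAF1B-2 minus shCHAF1B-1. A gene passed at a Benjamini-Hochberg adjusted p under 0.05. Genes changed the same way by both hairpins passed in each hairpin's test with the same sign. CPM values are TMM-scaled and given as mean ± SD.

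The named genes followed a fixed rule: CHAF1B; the 12 rising and 12 falling genes with the largest smaller change of the hairpins, among genes changed the same way by both, with a mean of at least 1 CPM and all knockdown libraries on one side of all shGFP libraries; for each hairpin the 5 rising and 5 falling with the largest change, and between hairpins 6 and 6, by like criteria; and for each gene list up to 4 members with the smallest adjusted p, plus any member needed to describe a count of 5 or fewer. Genes with clone-type or pseudogene names were passed over. In the mesenchymal list TAGLN, MYL9 and ACTA2, among the epithelial markers KRT5, and the genes named for the difference between hairpins by a list count, were chosen after their values were seen. A set of 28 gene lists was tested with camera (limma 3.58.1) at a preset correlation of 0.01 where at least 5 members were measured, with an estimated correlation beside it. The groups, comparisons, tests, lists, the rule for named genes and all alternatives not said to be added later were fixed before the data were examined.

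The alternatives tried were RLE and upper-quartile scaling, the Wald test of DESeq2 1.42.0, limma-voom, no filter, a filter of 1 CPM in 3 libraries, only the groups compared, the replicate number as a block, thresholds of a 2-fold change and of an adjusted p of 0.01, fry, and leaving out each library in turn. Other splits of the libraries were refitted in full or, for genes changed by both hairpins, in 100 regroupings with a fixed seed. Leaving out genes with a shared 7-mer was added after the data had been seen. Also added then were lists of 27 B lymphocyte, 16 T lymphocyte and 15 myeloid genes, gene families grouped by the root of the symbol, and a scan of 7-mers. In the scan, the log2 fold changes, limited to 2 in either direction, were regressed on the presence of each 7-mer in the longest 3′ UTR or coding sequence of each gene, with length, GC content and expression as covariates, for 7-mers present in at least 50 genes (Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1; figures with matplotlib 3.10.9).

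The steps were tested on simulated data. For shCHAF1B-1 against shGFP, with 15906 genes in the simulated step and 50 genes changed at each size, 62% of the genes changed 1.5-fold, 74% at 2-fold, 90% at 3-fold and 94% at 4-fold were recovered, with 17 other genes called. The 17 others, beside 31, 37, 45 and 47 recovered genes, made up a share of the calls over the threshold of 0.05. For shCHAF1B-2 against shCHAF1B-1 the shares were 60%, 80%, 92% and 88%, with 10 other genes called. So few changed genes do not test the scaling for data in which 8632 genes pass, as for shCHAF1B-1. For the mean of both hairpins, camera called the shifted list and 0 others of 26. In the 7-mer scan over 12561 genes, the planted 7-mer, with an effect of 0.2 on the log2 scale, ranked lowest in 20 of 20 runs. Without a planted effect the lowest t was -4.42. In the data GCCGTTT and AGCGCCG, absent from CHAF1B, lay below that for the mean in 3′ UTRs (-5.64 and -4.80). These runs thus do not show that a low rank is specific to a hairpin site. Hairpin sequences were not used here.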

Results

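Polyadenylated RNA was sequenced from MCF10A cells, a line of human mammary epithelial cells that does not form tumours, 3 days after infection with a lentivirus that carried a short hairpin RNA. The series asked how RNA levels differ once chromatin assembly factor CAF-1 is suppressed. CAF-1 is the complex that places histones H3 and H4 onto newly copied DNA, and CHAF1B encodes one of its subunits. The 9 libraries formed 3 groups of 3: a control hairpin against green fluorescent protein (shGFP), and a first and a second hairpin against CHAF1B (shCHAF1B-1 and shCHAF1B-2). The total gene counts were 24758334, 27137930 and 27471236 for shGFP replicates 1 to 3, 25461591, 31819468 and 25775779 for shCHAF1B-1, and 24430687, 25833338 and 24339914 for shCHAF1B-2. Scaled to the library total alone, 3 counts corresponded to between 0.0943 and 0.123 CPM in these libraries. The CPM levels given below are scaled to the library total and by TMM, so this floor is not on exactly their scale. The first principal component of the log CPM values held 65.8% of the variance; the shGFP libraries lay at -51.3, -51.3 and -51 on it and the 6 knockdown libraries between 22.5 and 29.5. The labels do not say that the replicates were separate cultures, so the p-values measure only the spread between these samples, which may be technical.

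CHAF1B, the targeted gene (ENSG00000159259.7, chromosome 21, 36385378 to 36419015, plus strand, GRCh38), was lower in each of the 6 knockdown libraries than in each shGFP library. The shGFP libraries held 914, 1145 and 1050 CHAF1B counts, the shCHAF1B-1 libraries 63, 121 and 87, and the shCHAF1B-2 libraries 64, 99 and 73. The mean level was 37.7 ± 3.00 CPM in shGFP, 3.29 ± 0.670 CPM with shCHAF1B-1 and 3.21 ± 0.623 CPM with shCHAF1B-2 (SD, n = 3 each). The log2 fold change was -3.50 (SE 0.133) for shCHAF1B-1 and -3.55 (SE 0.136) for shCHAF1B-2, which left 8.8% and 8.5% of the shGFP level. The adjusted p was 1.4e-10 and 1.6e-10 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, as for all adjusted p-values of genes here). Between the hairpins CHAF1B differed by -0.05 on the log2 scale (95% interval -0.41 to 0.32, adjusted p = 0.93). CHAF1A, which encodes the large subunit of CAF-1, fell by less: its log2 fold change was -0.56 (SE 0.048) with shCHAF1B-1 and -0.63 (SE 0.048) with shCHAF1B-2.

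**Figure D1:**
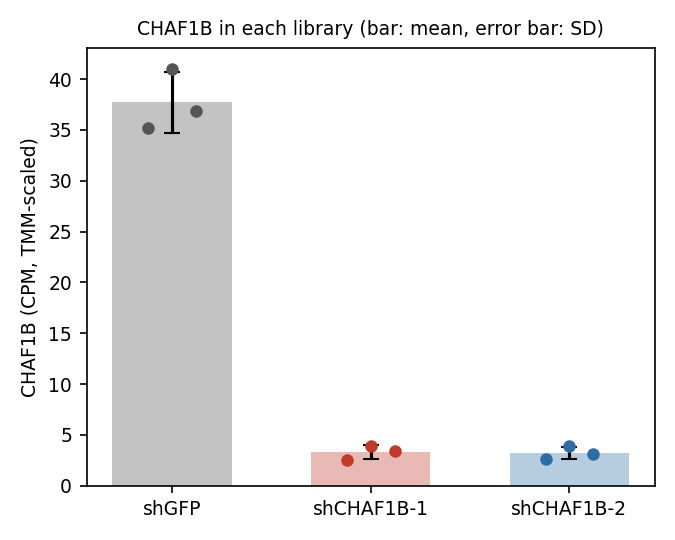
CHAF1B level in CPM on a linear axis from 0, for each of the 9 libraries (points), with the group mean (bar) and SD (error bar, n = 3). The shGFP libraries lie at 35.22, 41.03 and 36.84 CPM, and the 6 knockdown libraries between 2.56 and 3.89 CPM.

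With shCHAF1B-1, the genes that rose most against shGFP included MMP9, a gelatinase that degrades extracellular matrix, at 0.0484 ± 0.0202 CPM in shGFP and 12.9 ± 0.626 CPM in the knockdown (SD, n = 3; log2 fold change 7.92, SE 0.185). MMP9 had 4 counts over the 3 shGFP libraries. Over the 6 knockdown libraries the ratio of levels was 242 (95% counting interval 94.4 to 890), wider than the SE implies. The SEs of other genes with few shGFP counts, here and below, can likewise understate the counting error. Examples are TRPV3, DEPP1 and COL6A3, with 13, 31 and 97 counts over the shGFP libraries. DEPP1 rose from 0.375 ± 0.0712 to 26.4 ± 0.620 CPM, and PRSS22, a secreted serine protease, from 0.0487 ± 0.0545 to 3.39 ± 0.454 CPM. PRSS22 had 4 shGFP counts, and over the 6 knockdown libraries its ratio was 61.6 (95% counting interval 23.9 to 227). TRPV3, a cation channel of keratinocytes, rose from 0.156 ± 0.0775 to 8.50 ± 0.463 CPM. CSF2, the gene for the cytokine GM-CSF, had 1 count over the 3 shGFP libraries and 243 over the 6 knockdown libraries; the ratio of their levels was 130 (95% counting interval 23 to 5140). After CHAF1B, the genes that fell most were SLC16A14, a member of the monocarboxylate transporter family (-2.62, SE 0.112), DCN, the matrix proteoglycan decorin (-2.50, SE 0.126), MDH2, the mitochondrial malate dehydrogenase (-2.25, SE 0.0547), and NKX1-2, a homeobox gene (-2.24, SE 0.161). Of 16235 genes tested, 8632 passed an adjusted p of 0.05, of which 4536 rose and 4096 fell; 1030 rose and 342 fell at least 2-fold.

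With shCHAF1B-2, MMP9 reached 10.6 ± 0.318 CPM (log2 fold change 7.63, SE 0.190), DEPP1 24.5 ± 1.96 CPM (6.01, SE 0.130), and TRPV3 and PRSS22 rose by 5.69 (SE 0.201) and 5.58 (SE 0.386) on the log2 scale. CSF2 stood at 1.38 ± 0.269 CPM (SD, n = 3). After CHAF1B, the genes that fell most were KCNG1, a potassium channel subunit (-2.62, SE 0.212), SERPINB13, a serine protease inhibitor of the epidermis (-2.57, SE 0.136), SLC16A14 (-2.48, SE 0.112) and MDH2, which went from 361 ± 14.1 CPM to 72.7 ± 2.88 CPM (-2.31, SE 0.0550). Of the 16235 genes, 8324 passed, with 4328 risen and 3996 fallen; 897 rose and 378 fell at least 2-fold.

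Besides the genes above, the 12 rising genes with the largest change under both hairpins included COL6A3, a chain of collagen VI (log2 fold changes 5.40, SE 0.0963, and 5.35, SE 0.0967, for shCHAF1B-1 and shCHAF1B-2), and MMP1, an interstitial collagenase (5.37 and 5.28). They also included DHRS2, a short-chain dehydrogenase (5.57 and 5.48), CYTH4 (5.40 and 5.15), a guanine nucleotide exchange factor known from leukocytes, and MPO, the neutrophil myeloperoxidase (5.10 and 5.05). IGFN1 (5.23 and 4.84) and DNAH3, an axonemal dynein chain (4.78 and 4.83), completed the rising set. MMP1, CYTH4, IGFN1 and DNAH3 had 5 to 8 counts over the shGFP libraries, and their ratios over both hairpins were 42.2 (95% counting interval 20.3 to 105), 41.8 (17.8 to 129), 35.2 (17.7 to 81.9) and 29.4 (14.8 to 68.5). CYTH4 and MPO were high in all 6 knockdown libraries, at 2.16 to 3.15 CPM and 8.57 to 11.8 CPM; in shGFP, the highest values were 0.0771 and 0.386 CPM.

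The 12 falling genes with the largest change under both hairpins were CHAF1B and 11 others with log2 fold changes between -1.69 and -2.62. MDH2 (chromosome 7, 76048051 to 76067508, plus strand) was the most abundant, at 361 ± 14.1 CPM in shGFP against 75.7 ± 4.36 and 72.7 ± 2.88 CPM. EHF, an epithelial transcription factor of the ETS family, fell by 1.99 and 2.02, ANKRD2 by 2.22 and 2.17, and MAPK4, an atypical MAP kinase, by 2.03 and 2.25. ALDH3A1, an aldehyde dehydrogenase, fell by 1.81 and 1.85, and PLSCR4, a phospholipid scramblase, by 1.81 and 1.69. Of the falling genes, 6 (CHAF1B, SLC16A14, MDH2, SERPINB13, KCNG1 and NKX1-2) hold at least 1 of the overlapping 7-mers AAGCCGT, AGCCGTC and GCCGTCA in their longest transcript, as do 2 of the rising genes, TRPV3 and MPO. That count was made after the values had been seen. In coding sequences GCCGTCA ranked at 45.6% and 59.8% of 7-mers by t value for the hairpins. Holding GCCGTCA there thus does not mark a gene as lower. SERPINB13, KCNG1 and the rising MPO hold GCCGTCA alone of the 7-mers, and only in coding sequence. AAGCCGT ranked lowest in coding sequences for both hairpins, and AGCCGTC ranked 13 and 34 from the lowest of 16378 7-mers. In 3′ UTRs GCCGTCA ranked 13 and 6 from the lowest of 16237 for shCHAF1B-1 and shCHAF1B-2.

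In all, 7252 genes changed the same way under both hairpins, 3871 up and 3381 down, and 0 changed in opposite directions; 821 rose and 244 fell at least 2-fold under both. Lists as long as those of the hairpins would share 1209 rising and 1008 falling genes if drawn independently. The log2 fold changes of the hairpins correlated across genes at 0.932, with a covariance of 0.417; genes are not independent replicates. Because both comparisons used the same shGFP libraries, 20 simulated experiments with unchanged groups gave a correlation of 0.486, a covariance of 0.0185 and at most 1 gene called the same way in both, and the difference of the covariances was 0.398. The 3 control libraries were too few to split, so part of the excess may come from the shared controls.

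**Figure D2:**
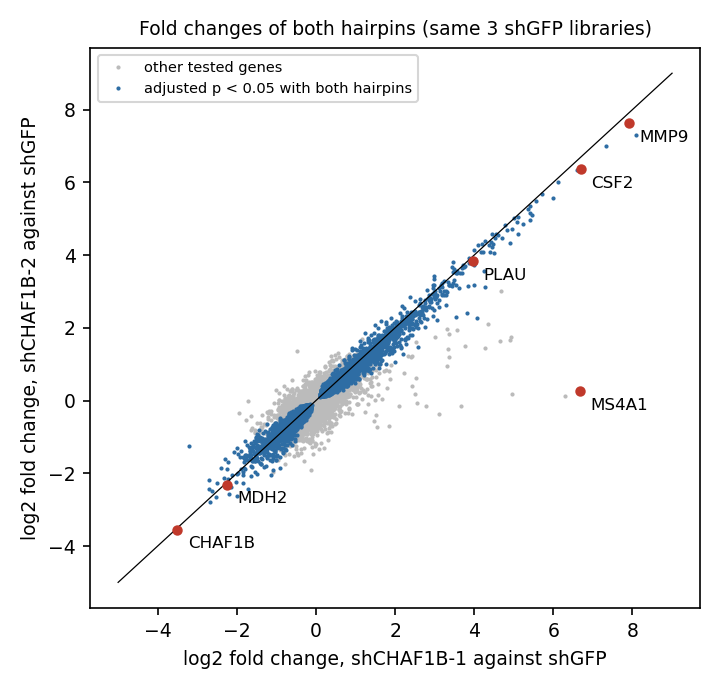
Log2 fold change against shGFP of each of the 16235 tested genes, with shCHAF1B-1 on the horizontal and shCHAF1B-2 on the vertical axis; blue points changed the same way under both hairpins, grey points did not, and red points are the labelled genes. The line marks equal change (correlation 0.932). MMP9 lies at 7.92 and 7.63, CHAF1B at -3.50 and -3.55, and MS4A1, raised in a single shCHAF1B-1 library, at 6.66 and 0.26.

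The mean of both hairpins against shGFP was used for 28 gene lists, 26 of which had enough measured members to be tested with camera, and 16 passed. In this mean 9231 of the 16235 genes passed, 4733 up and 4498 down. The list p-values use a preset correlation between genes; with an estimated correlation 7 lists kept their call, namely the replication-dependent histones, mesenchymal and matrix genes, EMT transcription factors, the TGF-beta pathway, DNA replication, G2/M and mitosis, and NF-kB targets, each at an adjusted p of 0.0424. Counts of genes adjusted over the list alone equalled those over all genes tested in 21 lists, and differed by at most 2 genes in 7 lists, where they are given. All values of lists and of their members refer to the mean of both hairpins.

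Of 50 measured genes of DNA replication and S phase, 47 fell and 1 rose, with a median log2 fold change of -0.60 (camera adjusted p = 4.6e-20). FEN1, the flap endonuclease of lagging-strand synthesis, fell by 1.24 (SE 0.0465), MCM10, a factor of replication initiation, by 1.46 (SE 0.0547), ORC1, a subunit of the origin recognition complex, by 0.84 (SE 0.0441), and BRCA1 by 0.81 (SE 0.0475). PCNA, the sliding clamp of the replicative polymerases, did not pass (0.08, SE 0.05). Of 42 genes of G2/M and mitosis, 41 fell and 0 rose (median -0.49, camera adjusted p = 3.2e-17). CCNB2, a mitotic cyclin, fell by 1.11 (SE 0.0453), BIRC5, or survivin, by 0.95 (SE 0.0448), ESPL1, the protease separase, by 1.07 (SE 0.0547), and CDC20, an activator of the anaphase-promoting complex, by 0.83 (SE 0.0450). NUF2 did not pass (-0.07, SE 0.0484). Of these, FEN1, MCM10, CCNB2 and BIRC5 hold at least 1 of the 7-mers named above; over the members without any of them, the medians were -0.56 and -0.49.

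Matrix and mesenchymal genes rose on balance. Of 44 measured, 28 rose and 11 fell, with a median of 0.58 (camera adjusted p = 7.6e-13). PLAU, the urokinase-type plasminogen activator, rose by 3.90 (SE 0.0527), ITGA5, the alpha chain of a fibronectin receptor, by 2.26 (SE 0.0446), and COL6A3 and MMP9 by 5.38 (SE 0.0915) and 7.77 (SE 0.178). The genes that fell included DCN (-2.38, SE 0.101) and the contractile genes TAGLN (-1.60, SE 0.0631), MYL9 (-1.12, SE 0.0769) and ACTA2 (-0.89, SE 0.0770). Of 21 transcription factors known from epithelial-mesenchymal transition, 12 rose and 4 fell (median 0.35, camera adjusted p = 7.0e-06). HMGA2, an architectural chromatin protein, rose by 2.39 (SE 0.0478), SOX9 by 1.97 (SE 0.0721), FOSL1, an AP-1 subunit, by 1.19 (SE 0.0595) and SNAI2, or Slug, by 0.84 (SE 0.0431), while LEF1 fell by 0.55 (SE 0.0939), TCF4 by 0.50 (SE 0.0993), MSX2 by 0.42 (SE 0.110) and FOXC1 by 0.41 (SE 0.0551). In the TGF-beta pathway and its early targets 19 of 28 genes rose and 4 fell (median 0.55, camera adjusted p = 3.3e-08). SMAD3, a signal transducer of the pathway, rose by 1.35 (SE 0.0399), its receptor TGFBR2 by 0.94 (SE 0.0370) and INHBA, an activin subunit, by 1.58 (SE 0.0766). The genes that fell were SKI, a repressor of SMAD activity (-1.14, SE 0.0647), the ligands TGFB3 (-0.71, SE 0.156) and TGFB2 (-0.63, SE 0.170), and ID3 (-0.45, SE 0.0697). HMGA2, TCF4, INHBA and SKI hold at least 1 of the 7-mers.

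Of the epithelial lists, the basal markers passed with 10 of 20 genes up and 6 down (7 down adjusted over the list alone; median 0.18, camera adjusted p = 4.9e-04; adjusted p = 0.204 with an estimated correlation). The laminin chains LAMA3 and LAMB3 rose by 1.58 (SE 0.0422) and 1.42 (SE 0.0488), whereas the basal keratin KRT5 fell by 0.84 (SE 0.0442). Of 34 genes of epithelial junctions and identity, 15 rose and 9 fell (median 0.09, camera adjusted p = 0.168), among them the desmosomal cadherin DSC2 (1.03, SE 0.0430) and the tight junction genes CGN (1.65, SE 0.0901) and CLDN4 (1.66, SE 0.106). Of 12 luminal markers, 6 rose and 0 fell (median 0.21, camera adjusted p = 0.161), including KRT8 (0.78, SE 0.0583) and KRT19 (1.97, SE 0.318). Of 24 genes of squamous differentiation, 11 rose and 5 fell (median 0.27, camera adjusted p = 0.147); SBSN rose by 4.56 (SE 0.231) and KRT80 by 1.56 (SE 0.0625), while SPRR1B fell by 0.78 (SE 0.154), PI3, the protease inhibitor elafin, by 0.72 (SE 0.0695) and CSTA by 0.42 (SE 0.0628). The breast cancer stem-like markers had 10 of 14 genes up and 2 down (median 0.23, camera adjusted p = 0.0391; adjusted p = 0.145 with an estimated correlation), with CD44, a hyaluronan receptor, up by 0.83 (SE 0.0362), ITGB1 up by 0.71 (SE 0.0411) and MYC and NOTCH1 down by 0.48 (SE 0.0374) and 0.41 (SE 0.0939). That call ended without shGFP replicate 3 (adjusted p = 0.0639). LAMA3, CLDN4 and NOTCH1 hold a 7-mer. Over the basal members without any, the median was 0.05. Without genes that hold one the basal list lost its call (camera adjusted p = 0.17) at a median of 0.03 over 13 genes. The members left out include risers such as LAMA3, so this loss does not tie the call to the 7-mers. The junction list had a median of 0.05 over the members without any, and of 0.03 without shGFP replicate 3.

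Of 24 measured replication-dependent histone genes 14 rose and 0 fell (median 0.52, camera adjusted p = 0.00237); HIST1H2BC rose by 2.03 (SE 0.114), HIST1H4H by 1.98 (SE 0.119), HIST2H2BE by 1.36 (SE 0.0819) and HIST1H2AC by 1.35 (SE 0.0636). Most messages of these genes lack a poly(A) tail, so selection for polyadenylated RNA captures a part of them, and near-identical copies make the single values uncertain. Of 22 chaperones of H3 and H4, 13 fell and 2 rose (14 and 2 adjusted over the list alone; median -0.20, camera adjusted p = 4.9e-04; adjusted p = 0.0592 with an estimated correlation). MCM2, a helicase subunit that also binds H3 and H4, fell by 0.75 (SE 0.0454), CHAF1A by 0.60 (SE 0.0406), ASF1B by 0.60 (SE 0.0457) and NASP by 0.57 (SE 0.0431), while ASF1A rose by 0.24 (SE 0.0557). Of 12 replication-independent histone variants 3 rose and 7 fell (median -0.22, camera adjusted p = 0.53): H1F0, H3F3B, which encodes H3.3, and H2AFZ rose by 0.64 (SE 0.0538), 0.49 (SE 0.0487) and 0.45 (SE 0.0684), while H2AFY2 fell by 0.77 (SE 0.0765) and CENPA, the centromeric H3, by 0.57 (SE 0.0722). Over the members without the 7-mers the median of the variants was 0.16. Of 30 genes of heterochromatin and DNA methylation, 6 rose and 15 fell (median -0.12, camera adjusted p = 0.147); CBX1, or HP1-beta, fell by 1.01 (SE 0.0534) and the maintenance methyltransferase DNMT1 by 0.41 (SE 0.0494), whereas DNMT3A rose by 0.81 (SE 0.0775) and TET3 by 0.62 (SE 0.0697). H2AFY2, CBX1, TET3, DNMT1, HIST1H2BC and HIST2H2BE hold at least 1 of the 7-mers.

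Of 29 immediate early and AP-1 genes, 21 rose and 4 fell (median 0.68, camera adjusted p = 1.8e-12; adjusted p = 0.0592 with an estimated correlation), with the feedback regulators of ERK signalling SPRY4 and DUSP6 up by 1.70 (SE 0.0409) and 1.69 (SE 0.0460), PHLDA1 by 1.65 (SE 0.0393) and EGR1 by 1.36 (SE 0.0436). Of the genes that fell, FOSL2 was down by 0.48 (SE 0.0386), MYC by 0.48 (SE 0.0374) and SPRY2 by 0.45 (SE 0.0532). Of 31 NF-kB targets and secreted inflammatory factors, 20 rose and 7 fell (21 and 7 adjusted over the list alone; median 0.62, camera adjusted p = 6.8e-07). The cytokine gene IL1B rose by 1.82 (SE 0.0506), ICAM1, an adhesion molecule, by 1.45 (SE 0.0472), IRAK2, a kinase of interleukin-1 signalling, by 1.85 (SE 0.0682) and S100A9 by 1.24 (SE 0.0556). Of 41 interferon-stimulated genes, 25 rose and 5 fell (27 and 5 adjusted over the list alone; median 0.53, camera adjusted p = 0.00177; adjusted p = 0.0592 with an estimated correlation). ISG20 rose by 2.05 (SE 0.122), IFIT3 by 1.05 (SE 0.0682) and UBE2L6 by 0.91 (SE 0.0597), while IFI44L, whose transcript holds all 3 of the 7-mers, fell by 1.43 (SE 0.0971), HERC6 and OAS3 by 0.38 each (SE 0.0614 and 0.0422) and BST2 by 0.21 (SE 0.0509). PHLDA1, FOSL2 and UBE2L6 also hold a 7-mer.

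Of 32 genes of hypoxia and glycolysis, 20 rose and 3 fell (median 0.30, camera adjusted p = 1.3e-07; adjusted p = 0.0971 with an estimated correlation). ANGPTL4 rose by 2.52 (SE 0.0791), NDRG1 by 1.90 (SE 0.0478) and CA12, a carbonic anhydrase, by 1.01 (SE 0.0388), while the glycolytic genes PFKFB3 and HK1 fell by 0.48 (SE 0.0431) and 0.47 (SE 0.0366). Of 26 genes of the unfolded protein and integrated stress response, 15 rose and 5 fell (median 0.28, camera adjusted p = 0.00543; adjusted p = 0.218 with an estimated correlation), with the chaperone HSPA5 up by 0.75 (SE 0.0432), HERPUD1 by 0.84 (SE 0.0469) and DNAJB9 by 0.90 (SE 0.0645). ASNS, the asparagine synthetase, fell by 0.65 (SE 0.176), PSAT1, an enzyme of serine synthesis, by 0.55 (SE 0.0425) and DDIT4 by 0.32 (SE 0.0776). Of 34 p53 targets, 21 fell and 7 rose (21 and 8 adjusted over the list alone; median -0.22, camera adjusted p = 0.0107; adjusted p = 0.25 with an estimated correlation); CCNG1 fell by 1.02 (SE 0.0382) and TP53I3 by 0.71 (SE 0.0405), while the pro-apoptotic PMAIP1, or NOXA, rose by 1.38 (SE 0.0604) and TP53INP1 by 0.99 (SE 0.0640). Of 62 cytoplasmic ribosomal protein genes, 61 fell and 0 rose (median -0.35, camera adjusted p = 1.0e-10; adjusted p = 0.259 with an estimated correlation), from RPS7 at -1.41 (SE 0.0404), which holds a 7-mer, to RPL13A and RPS20 at -0.58 (SE 0.0510) and -0.56 (SE 0.0535) and smaller changes; these genes share sequence with many processed pseudogenes. Of 24 genes of cholesterol synthesis, 10 rose and 8 fell (median 0.03, camera adjusted p = 0.0617). INSIG1 rose by 1.48 (SE 0.0449) and MSMO1 by 1.29 (SE 0.0509). This list passed without shGFP replicate 2 (median 0.09, adjusted p = 0.0345), without shCHAF1B-2 replicate 2 (0.05, adjusted p = 0.0253) and without shCHAF1B-2 replicate 3 (0.02, adjusted p = 0.0475). These calls use the preset correlation. With an estimated correlation the cholesterol list had a camera adjusted p of 0.45 over all libraries. HK1, HERPUD1 and TP53I3 also hold a 7-mer. Over the members without any, the hypoxia median was 0.55. Without genes that hold one the unfolded protein list lost its call (camera adjusted p = 0.0885) at a median of 0.22 over 22 genes. The members left out include the riser HERPUD1, so this loss does not tie the call to the 7-mers.

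Among the lists for other cell types, 7 of 21 leukocyte markers were measured and 4 rose (median 0.86, camera adjusted p = 0.0678). ITGAX, an integrin chain of myeloid cells, rose by 2.24 (SE 0.201), CORO1A, an actin regulator of leukocytes, by 2.11 (SE 0.199), and CD14 by 0.86 (SE 0.0748). ITGAM passed (0.55, SE 0.2, adjusted p = 0.0308) and lost the call without shGFP replicate 1 (0.0793), 2 (0.0694) or 3 (0.077), without shCHAF1B-1 replicate 2 (0.0524) or 3 (0.0563), and without shCHAF1B-2 replicate 1 (0.054) or 2 (0.0645). In shCHAF1B-1 replicate 3, the summed level of 27 B lymphocyte genes was 695 CPM, against 5.33 to 9.19 CPM in the other 8 libraries, and CORO1A was at 32.9 CPM there against 18.1 and 17.3 CPM in the other libraries of the hairpin. The leukocyte list passed without that library (median 0.51, 3 of 7 genes up, adjusted p = 0.0207), and without shCHAF1B-1 replicate 1 (median 1.5, adjusted p = 0.047) or 2 (0.86, adjusted p = 0.0403). These calls use the preset correlation. With an estimated correlation the list had a camera adjusted p of 0.247 over all libraries. Without any one of the shGFP or shCHAF1B-2 libraries it did not pass, at medians of 1.46, 1.48 and 1.45 for shGFP replicates 1 to 3 and 1.48, 1.5 and 1.47 for shCHAF1B-2. Of 8 fibroblast and endothelial markers, 5 rose and 1 fell (median 0.65, camera adjusted p = 0.168): ROBO4 rose by 2.03 (SE 0.134), PECAM1 by 1.92 (SE 0.135), COL1A1 by 0.84 (SE 0.0831) and FAP by 0.61 (SE 0.0539), and DCN fell. Of 9 neuronal markers, 4 rose and 2 fell (5 and 2 adjusted over the list alone; median 0.69, camera adjusted p = 0.0678), with L1CAM up by 1.49 (SE 0.0459), ENO2 by 1.46 (SE 0.139), TUBB3 by 1.33 (SE 0.137) and CHGB by 0.98 (SE 0.203), and MAP2 down by 0.87 (SE 0.0765); the median was 0.41 without shGFP replicate 1. ITGAM, L1CAM, TUBB3 and MAP2 hold a 7-mer, and over the leukocyte markers without any the median was 1.48.

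Of 13 mitochondrially encoded transcripts, 9 rose and 0 fell (10 and 0 adjusted over the list alone; median 0.30, camera adjusted p = 0.168), MT-ND6 by 0.53 (SE 0.0916) and MT-ND3 by 0.27 (SE 0.0558). By hairpin, 11 of 13 rose with shCHAF1B-1 (median 0.44, camera adjusted p = 0.0585) and 2 of 13 with shCHAF1B-2 (median 0.16, camera adjusted p = 0.545). With the preset correlation the list passed without shCHAF1B-2 replicate 3 (camera adjusted p = 0.0302). With an estimated correlation its adjusted p over all libraries was 0.715. MT-CO2 (0.34, SE 0.0984, adjusted p = 0.00877) lost its call without shGFP replicate 2 (0.059). Of 27 pluripotency genes 4 were measured: KLF4 rose by 0.79 (SE 0.0965) and KLF17 by 2.95 (SE 0.568; 4 shGFP counts, ratio 8.40, 95% counting interval 3.12 to 31.8), while POU5F1 (-0.53, SE 0.267, adjusted p = 0.105) and DNMT3B (0.14, SE 0.157) did not pass; POU5F1 passed without shGFP replicate 2 (0.0196). Of 43 germline genes only ZP3 was measured (-0.80, SE 0.120), and neither of these lists was tested.

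Some members behind small counts lost their calls when single libraries were left out, each given here with its adjusted p without that library. Without those libraries the log2 fold change was -0.24 to -0.21 for USP18, -0.14 to -0.11 for TGM1 and -0.13 to -0.1 for PGK1. Larger moves included CEBPB, PHGDH and DUSP1 without shGFP replicate 2 (-0.25, -0.14 and -0.09) and TEK without shGFP replicate 3 (0.53). Calls lost without many libraries lie near the threshold and do not rest on 1 of them. SLBP, which binds the stem-loop of histone messages and was the 1 replication gene that rose (0.16, SE 0.0524), lost its call without shGFP replicate 1 (0.062) or 2 (0.0604). The chaperone DAXX (0.15, SE 0.0486) lost it without shGFP replicate 1 (0.0901), and SYT1 (-0.62, SE 0.166), which holds a 7-mer, likewise (0.057). Without that library the SYT1 log2 fold change was -0.41. PHGDH (-0.19, SE 0.0561) lost it without shGFP replicate 2 (0.0811), and CEBPB (-0.36, SE 0.116) without shGFP replicate 1 (0.0571) or 2 (0.124). Of the squamous genes, SPRR2D (-0.84, SE 0.268) lost it without shGFP replicate 1 (0.0763) or 3 (0.055), and TGM1 (-0.14, SE 0.0512) without shGFP replicate 1 (0.0885) or 2 (0.161), any shCHAF1B-1 replicate (0.0628, 0.055 and 0.08) or shCHAF1B-2 replicate 2 (0.0786). The phosphatase gene DUSP1 (-0.13, SE 0.0504) lost it without shGFP replicate 1 (0.0697) or 2 (0.219), shCHAF1B-1 replicate 2 (0.092) or 3 (0.0881), or shCHAF1B-2 replicate 2 (0.0643). The glycolytic PGK1 (-0.12, SE 0.0431) lost it without shGFP replicate 1 (0.0609) or 2 (0.113), shCHAF1B-1 replicate 2 (0.0542) or 3 (0.0713), or shCHAF1B-2 replicate 2 (0.0541). USP18 (-0.22, SE 0.0821) lost it without any shGFP replicate (0.107, 0.0862 and 0.0547), shCHAF1B-1 replicate 1 (0.0632) or 2 (0.0635), or shCHAF1B-2 replicate 1 (0.065) or 2 (0.0599). The endothelial receptor TEK (0.70, SE 0.277) lost it without shGFP replicate 2 (0.118) or 3 (0.175), shCHAF1B-1 replicate 2 (0.0981), or shCHAF1B-2 replicate 2 (0.0984) or 3 (0.0742).

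**Figure D3:**
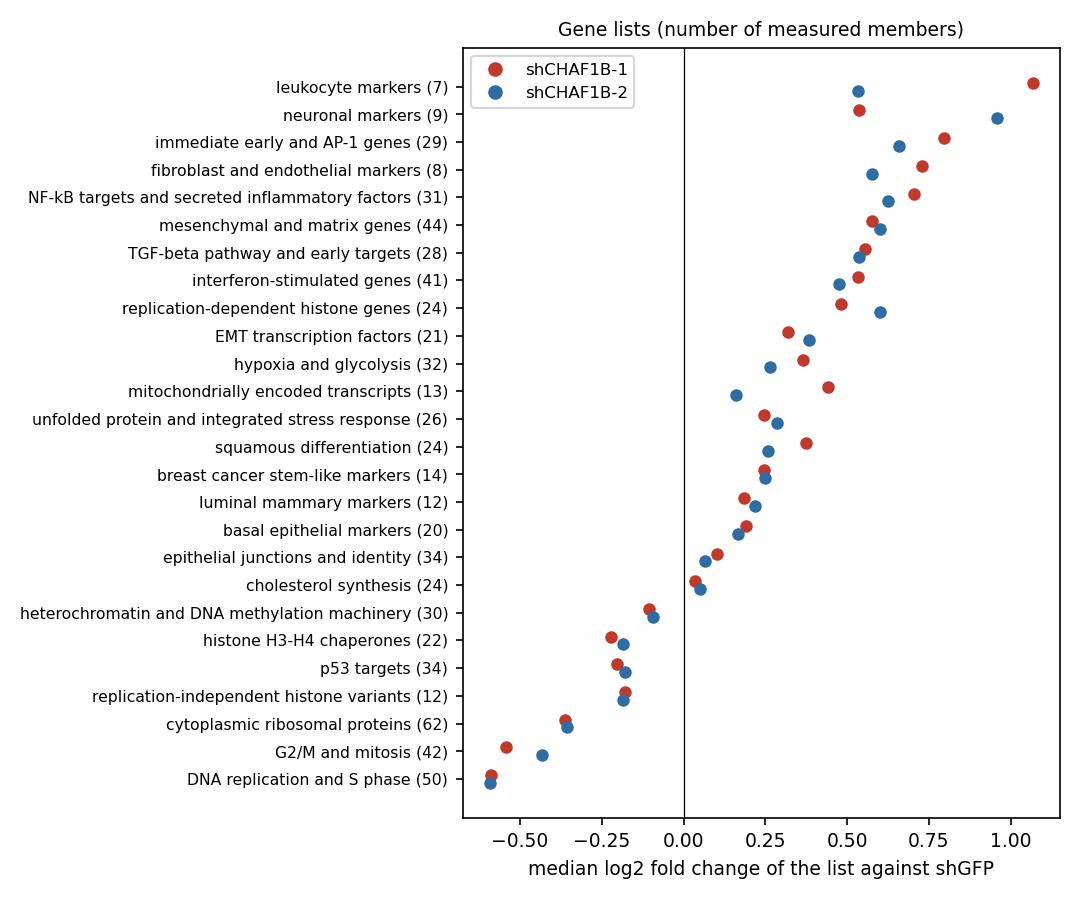
Median log2 fold change against shGFP of each of the 26 tested gene lists, for shCHAF1B-1 and shCHAF1B-2 (points), with the number of measured members in brackets. DNA replication lies at -0.59 for both hairpins and G2/M at -0.54 and -0.43, to the left of 0, and the mesenchymal list at 0.58 and 0.60, to the right.

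Between the hairpins, given as shCHAF1B-2 minus shCHAF1B-1, the log2 difference of the 12 rising and 12 falling genes above ran from -0.62 for KCNG1 (SE 0.249, adjusted p = 0.435) to 0.34 for NKX1-2 (SE 0.189, adjusted p = 0.508). It was -0.29 for MMP9 (SE 0.0818, adjusted p = 0.423) and -0.06 for MDH2 (SE 0.0550, adjusted p = 0.685). Of the 16235 genes, 0 passed in the edgeR quasi-likelihood test, and 0 in DESeq2 and in limma-voom; 1800, 1238 and 1705 genes had an unadjusted p under 0.05. Adjusted over the list alone, 2 p53 targets were higher with shCHAF1B-2, CCNG1 (0.20, SE 0.0460) and ZMAT3 (0.15, SE 0.0406), and 2 leukocyte markers were lower, CORO1A (-0.61, SE 0.189) and MS4A1 (-6.40, SE 1.85), the B-cell antigen CD20; over all genes each of the 4 had an adjusted p of 0.423. MS4A1 had 2664 counts in shCHAF1B-1 replicate 3 and 3 to 14 in the other libraries. CORO1A stood at 32.9 CPM in that library and at 18.1 and 17.3 CPM in the other libraries of the hairpin. With shCHAF1B-2 it stood at 14.3 to 15.7 CPM, so that library enlarged the CORO1A difference. As lists, G2/M and mitosis (median 0.10, camera adjusted p = 2.2e-08; adjusted p = 0.792 with an estimated correlation) and the mitochondrially encoded transcripts (median -0.28, camera adjusted p = 4.1e-09; adjusted p = 0.792 with an estimated correlation) differed between hairpins, with 0 of 42 and 0 of 13 members passing alone.

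**Figure D4:**
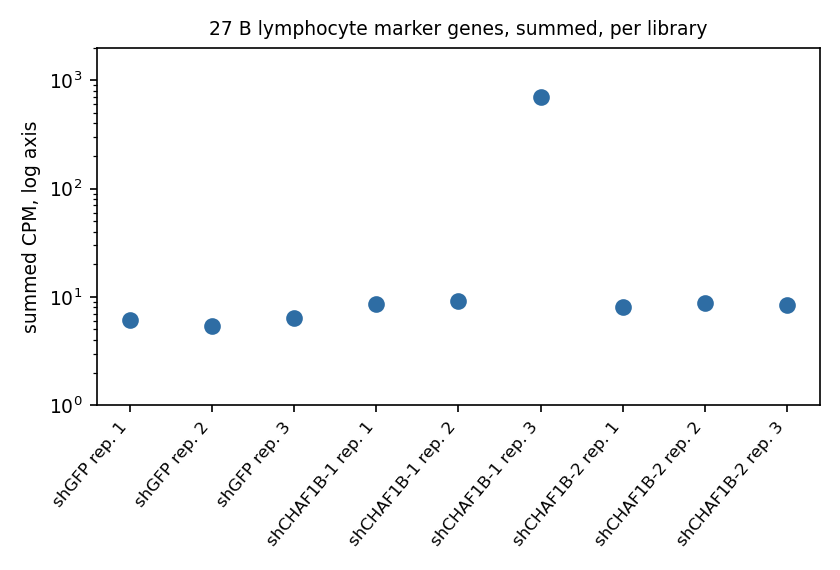
Summed level of 27 B lymphocyte genes, in CPM on a log axis, for each of the 9 libraries. The third shCHAF1B-1 library lies at 695 CPM and the other 8 between 5.33 and 9.19 CPM.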

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

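The comparison of the hairpins was planned, and no test in this part was chosen after the result was seen. Both lists stood out because their difference between the hairpins passed, with a preset correlation between genes. The median log2 difference, shCHAF1B-2 minus shCHAF1B-1, was 0.10 for G2/M and mitosis (camera adjusted p = 2.2e-08, 0 of 42 members passing alone) and -0.28 for the mitochondrially encoded transcripts (adjusted p = 4.1e-09, 0 of 13 members passing alone). With an estimated correlation the adjusted p was 0.792 for each. The mitochondrial share of counts was 4.53%, 4.86% and 5.4% in the shCHAF1B-1 libraries, 4.83%, 4.25% and 3.16% in the shCHAF1B-2 libraries, and 3.94%, 3.15% and 4.09% in shGFP. The shares of the hairpins overlapped, and shCHAF1B-2 replicate 3 lay lowest of the knockdown libraries. The difference of the mitochondrially encoded transcripts may thus rest largely on that library.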

How the results depend on the processing

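Leaving out genes with a shared 7-mer was chosen after the data were seen; the other alternatives were planned. Without those genes the median of the replication-independent histone variants went from -0.22 to 0.14. At a fold of at least 2, the counts were 1372 genes for shCHAF1B-1, 1275 for shCHAF1B-2, 1285 for their mean and 1065 for both hairpins, fewer by construction, and camera with an estimated correlation called 7 lists in place of 16. The directional test of fry called 24 lists, 18 up and 6 down, so the number of lists called depends on the test. Leaving out each library in turn gave 7668 to 9042, 7281 to 8444, 8255 to 9477 and 6427 to 7363 genes, 0 between hairpins, 15 to 18 lists and a CHAF1B log2 fold change of -3.61 to -3.45. Without shCHAF1B-1 replicate 3 the counts were 8002, 9131 and 6941 for shCHAF1B-1, the mean and both hairpins. With the replicate number as a block, 8305, 7981, 8913 and 7001 genes and 15 lists passed, 0 between hairpins. The block ended the calls of the stem-like list (adjusted p = 0.0504), ITGAM (0.0502), USP18 (0.0577), TGM1 (0.0608), PGK1 (0.0563) and TEK (0.0571), and of no other list or gene printed for the mean of both hairpins. The correlations of same-numbered libraries were -0.138 to 0.1, and 1 of 9 libraries correlated best with its own number. DESeq2 gave 7850, 7534, 8498 and 6609 genes, and ended the calls of ITGAM (0.135), USP18 (0.141), CEBPB (0.0644), SPRR2D (0.0512), TGM1 (0.104) and TEK (0.0827). An adjusted p under 0.01 left 6738, 6360, 7431 and 5604. Upper-quartile scaling moved the median of all genes by at most -0.035, and turned the balance of rising and falling genes: the share of rising genes went from 51.3% to 47.1% for the mean, from 52.5% to 48.7% for shCHAF1B-1, from 52% to 47% for shCHAF1B-2 and from 53.4% to 48.5% for both hairpins. A filter of 1 CPM turned it for the mean (49.7%) and shCHAF1B-2 (49.9%). Without genes holding a 7-mer, 7507 genes for the mean, 5856 for both hairpins and 14 lists passed. The basal epithelial list lost its call as its median went from 0.18 to 0.03 (camera adjusted p = 0.17), and the unfolded protein list at 0.22 in place of 0.28 (0.0885). Both lists were called up and rising members were left out, so these losses do not tie the calls to the 7-mers. At 24339914 to 31819468 counts per library, genes below 3 counts per library, such as CSF2 in shGFP, have wide counting intervals.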

Other observations

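The grouping of genes by symbol root, the tests of B lymphocyte RNA and of a response to the hairpin, the 7-mer tests, the shared-control variance and the splits of the lists with an estimated correlation were chosen after the result was seen. Of 385 families grouped by symbol root, 31 passed camera with a preset correlation and 0 with an estimated one. Of 14 measured genes with the symbol root MMP, the matrix metalloproteinases and the opposite-strand gene MMP24OS, 10 rose and 0 fell (median log2 fold change 1.37, adjusted p = 3.6e-04; adjusted p = 0.618 with an estimated correlation), among them MMP19 (3.30, SE 0.147), MMP2 (3.01, SE 0.142) and MMP14 (0.67, SE 0.0529). Of 8 genes with the root ITGA and a number, which leaves out lettered integrin alpha chains such as ITGAX, 6 rose and 1 fell (median 1.09, adjusted p = 1.4e-04; adjusted p = 0.401 with an estimated correlation), with the collagen receptor chain ITGA2 up by 1.62 (SE 0.0564). Of 9 genes with the root ITGB, which include the binding proteins ITGB3BP, ITGB1BP1 and ITGB1BP2 beside integrin beta chains, 6 rose and 1 fell (median 0.63, adjusted p = 9.4e-05; adjusted p = 0.401 with an estimated correlation), with ITGB6 up by 1.42 (SE 0.0441) and ITGB2, the beta chain of leukocyte integrins, by 2.03 (SE 0.0607). The ADAM proteases rose in 7 of 10 genes and fell in 3 (median 0.41, adjusted p = 0.00153; adjusted p = 0.401 with an estimated correlation), with ADAM19 up by 4.58 (SE 0.0557).

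Of 21 genes with the root NUP, the nucleoporins and NUP62CL, 17 fell and 2 rose (median -0.24, adjusted p = 0.00772; adjusted p = 0.401 with an estimated correlation), with NUP210 down by 1.57 (SE 0.0921) and NUP85 by 0.52 (SE 0.0368). Of the proteins of the large mitochondrial ribosomal subunit 36 of 49 genes fell and 1 rose (median -0.25, adjusted p = 0.00522; adjusted p = 0.966 with an estimated correlation), including MRPL4 (-0.55, SE 0.0557). Of those of the small subunit 22 of 29 fell and 2 rose (median -0.30, adjusted p = 0.0093; adjusted p = 0.958 with an estimated correlation), including MRPS2 (-1.05, SE 0.0678). MMP2, ITGB2, NUP210 and NUP85 hold at least 1 of the 7-mers AAGCCGT, AGCCGTC and GCCGTCA.

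In shCHAF1B-1 replicate 3, B-cell transcripts were present at levels not seen in the other 8 libraries: IGHM had 2724 counts (6 to 17 elsewhere), MS4A1 2664 (3 to 14), CD74 2397 (2 to 16), HLA-DRA 1636 (1 to 11), IGKC 1230 (1 to 7) and CD79A 761 (1 to 5), and 276 genes were over 8 times their level in any other library. Over the list of 27 B lymphocyte genes, 3 of which the other libraries also express, the median ratio to the highest other library was 62.7, which is consistent with RNA or reads of B lymphocytes in this library. A response to the hairpin is argued against by the other libraries of that hairpin, whose median ratio to shGFP over the list was 1.01. Mixed leukocytes or whole blood are argued against as well: the T lymphocyte list (6 of 16 measured) stood at 13.8 CPM there and 4.78 to 10.2 CPM elsewhere, the myeloid list (7 of 15) at 88.2 CPM and 87.6 to 92.8 CPM elsewhere, and their summed rise was 0.517% of that of the B lymphocyte list. Of the T lymphocyte genes LCK (83 counts, 0 to 2 elsewhere) and TRAC (16, 0 to 4) were higher there, so a small share of T lymphocytes stays open, as does whether cells, RNA or reads were mixed, and no other biological explanation was tested.

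Genes with the 7-mer AGCCGTC in the 3′ UTR lay lower than others under both hairpins, by -0.202 on the log2 scale for their mean (SE 0.033; 298 of 12561 genes), the lowest of 16237 7-mers by t value for each hairpin (-6.07 and -5.99); GCCGTTT, absent from CHAF1B, came second for the mean (t = -5.64 against -6.09). The 7-mer occurs once in the CHAF1B transcript CHAF1B-201, in coding sequence of exon 3 of 14 (chromosome 21, 36387672 to 36387678, plus strand, GRCh38), and a candidate explanation is a hairpin seed site common to both knockdown groups: in coding sequences, the same 7-mer ranked within the lowest 0.208% of 7-mers for both hairpins and AAGCCGT ranked lowest, although GCCGTCA ranked at 45.6% and 59.8% there, and an earlier look had already found these sites in whole transcripts of fallen genes. In coding sequences 0 of 239 other orderings of the bases of AGCCGTC with a single CG ranked as low. The site had already been seen in fallen genes, so this comparison cannot exclude base composition. In 3′ UTRs GCCGTTT, AGCGCCG and AGGCCGA, with CG but absent from CHAF1B, ranked 2, 7 and 9 from the lowest for the mean. Presence in CHAF1B alone is weak support, since CHAF1B holds 3526 7-mers, 21.5% of all. CAGGCGT, GTGAGCC and CAACATG, which lie outside this site but also occur in CHAF1B, ranked 4, 5 and 6 in 3′ UTRs for the mean. Separate seeds of comparable strength are argued against, since no 7-mer of CHAF1B had an effect over 0.04 on the difference between hairpins. The share of genes with the site was counted among tested protein-coding genes only. Of those that fell at least 2-fold under both hairpins, 63 of 173 (36.4%) held AGCCGTC or an overlapping 7-mer of the same site. The share was 160 of 673 (23.8%) for those that rose as much and 2432 of 11834 (20.6%) for the rest. All of these shares count GCCGTCA in coding sequence as well, which did not mark genes as lower. Most of the fallen genes thus lack the site, and 7507 genes passed in the mean of both hairpins without genes that hold it. Loss of CHAF1B, its indirect effects and base composition stay open for these genes, and hairpin sequences were not used here.

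The nearly equal fold changes of both hairpins (covariance 0.417) might come from noise of the control libraries they share. The variance of the mean of the 3 shGFP libraries, 0.0149 averaged over genes, was 3.57% of that covariance, which argues against noise between these libraries as the main source. A shift common to all shGFP libraries, which this variance does not measure, a common effect of losing CHAF1B and a seed common to both hairpin groups stay open. So does the question whether the 2 groups carry distinct hairpin sequences, which was not tested and on which the meaning of their agreement depends.

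For the count of genes in the mean of both hairpins, chance could be excluded: the split by hairpin into 6 and 3 libraries gave 9032 genes as 2 groups and the highest of the others gave 55. For genes changed the same way by both hairpins (7252), chance could be excluded as well, since of 100 groupings only the true grouping was as large. The highest other, with 7200, kept the shGFP libraries together and mixed the hairpins. Regroupings that broke up shGFP gave at most 5. The count thus rests on shGFP against the knockdown libraries, and the regroupings do not test agreement between the hairpins. For shCHAF1B-1 (8632 genes, highest other 2), shCHAF1B-2 (8324, highest other 0) and the difference between hairpins (0, highest other 0; 10 of 10 splits as large) the 10 splits are too few for a share under 0.05. For the 16 lists with a preset correlation the splits cannot decide on chance. Those that keep 2 shGFP libraries together carry part of the same contrast. Counting the split by hairpin, 17 of 84 gave as many, up to 20 lists, with a median of 4 lists over the others. With an estimated correlation, where the fit of 2 groups called 8 lists and the highest other split 0, chance could be excluded.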
